A study of Rattus norvegicus with 12 samples. Its data were reported in "REST regulation of gene networks in adult neural stem cells" (2016).

How the data were processed

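RNA-seq was done on HCN cells, a line of neural stem cells from the adult rat hippocampus, in 12 libraries of total RNA depleted of ribosomal RNA. The cells were kept in medium with FGF2 and BMP4, which induces quiescence (iQNP), or with FGF2 alone, in which they proliferate (TAP). In each condition the labels give 2 libraries from cells electroporated with an empty vector (control) and 4 from cells electroporated with a short hairpin vector against Rest (knockdown). Groups were taken from the labels.

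The authors mapped reads to the rat genome build rn4 with TopHat2 and compared the groups with Cuffdiff; the labels give no versions. Each of the 2 deposited Cuffdiff tables, 1 per condition, lists 16468 genes with 1 FPKM value per gene and group (fragments scaled by transcript length and by mapped fragments), which the authors' Cuffdiff run made from all libraries of that group. The tables used here are marked as revised, and what was revised is not stated. The deposited score is Cuffdiff's test statistic, and the deposited p-value and q-value stand beside it with a mark for significance. No value per library was used, so no SD, no interval and no test across libraries could be computed, and depth per library was not computed here. Coordinates are those of the authors' tables. A RefSeq gene table of assembly GRCr8 was used only for names: it matched the symbols of 9480 of the 9662 tested genes in iQNP (98.1%) and 9255 of 9430 in TAP (98.1%), and named pseudogenes (5540 in that table) were assigned to their parent genes by symbol.

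A gene counted as tested where the authors' status was OK. It counted as passing at the study's thresholds, a fold of at least 2, a p of at most 0.02 and a q of at most 0.05, all from the authors' deposited table. An alternative chosen after seeing the data multiplied p by 10 and q by 100 for genes marked significant with values above 0 in both groups, and kept the thresholds on fold and q. Counts on this scale, written as p and q rescaled, are given with the counts of genes and lists, since in these tables the deposited q of many marked genes lies below their p.

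Gene lists were fixed before the data were examined: 30 lists, of which 4 came from the study (its 7 followed-up genes, and a part of its targets unique to iQNP, unique to TAP or common, namely those it set out by function). The study chose those 4 lists on these libraries, together with nearby sites bound by REST, so their counts are not independent evidence of direction. Another 6 lists were added after the data were seen: antigen presentation and immunoproteasome, inflammatory cytokines and chemokines, standard proteasome subunits, glycolysis enzymes, chaperonin and heat shock proteins, and extracellular matrix and adhesion. For each list, members passing as higher and as lower were counted and compared with the other tested genes by Fisher's exact test (two-sided), adjusted by Benjamini-Hochberg over 60 tests per table for the fixed lists. Counts adjusted over the list alone used Benjamini-Hochberg on the deposited p of the tested members, with a fold of at least 2 and an adjusted p of at most 0.05. The median of log2((knockdown FPKM + 1)/(control FPKM + 1)) was placed among 10000 random lists of the same size matched on mean FPKM in 20 bins. Percentiles of at least 97.5 or at most 2.5 were called above or below the random lists. These percentiles describe the group values and are not tests across libraries.

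Named genes followed a rule written before the data were examined: Rest; the study's 7 followed-up genes; among passing genes with at least 1 FPKM in both groups and a symbol not starting with LOC or RGD, the 8 largest rises and the 8 largest falls; up to 4 passing members per fixed list by size of change; and up to 8 ribosomal protein or housekeeping genes with the lowest FPKM in either group. Members were left out for length. Genes named outside the rule are stated to have been chosen after their values were seen.

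Alternatives varied the thresholds, the fold, the pseudocount (0.1), a minimum of 1 FPKM, the scaling and the matching of the random lists. After the data were seen, the rescaled p and q, random lists matched also on genomic span, sets without genes that have named pseudogenes or irregular statistics, and further scalings of the counts were added. The minimum of 3 FPKM for genes without a test, and the tolerances of 0.25 log2 units and 0.1 in r by which alternatives were compared, were also set after the data were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. The calculations were tested on simulated data. Of 100 random lists, 6 in iQNP and 5 in TAP lay outside the central range. All 100 lists shifted by 1 log2 unit were found in each, and all 200 genes changed 16-fold were called after rescaling in each. Leaving out libraries in turn and a replicate block were planned and not run, because each group has a single value.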

Results

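The data are 1 FPKM value per gene and group from HCN cells, neural stem cells of the adult rat hippocampus, with 2 control and 4 Rest knockdown libraries in each of 2 growth conditions, quiescent iQNP and proliferating TAP. There are no values per library here, so no error stands beside any value, and each p, q or fold quoted for a gene is from the authors' deposited table. Rest encodes REST, a transcriptional repressor of neuronal genes.

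Rest itself, on chromosome 14 (33136045 to 33151142 in rn4), was lower in both knockdown groups. In iQNP cells it stood at 48.7 FPKM in control and 13.9 in knockdown, 71.5% lower (log2 ratio -1.81), and passed the thresholds in the authors' deposited table (p = 0.00178, q = 0.00367). With p multiplied by 10 and q by 100 (0.0178 and 0.367) it did not. In TAP cells it stood at 27.8 and 9.002 FPKM, 67.6% lower (log2 ratio -1.63), and did not pass, as p in the authors' deposited table was 0.0216 (q = 0.00642, and 0.642 when multiplied by 100).

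The comparison of knockdown with control in iQNP cells asks which transcripts differ after knockdown in quiescent cells. Of 43 tested textbook REST targets, 20 passed as higher and 2 as lower, and 2 passed with p and q rescaled. Among the higher were Stmn3, a neuronal microtubule regulator (23.8 to 187 FPKM), Snap25, a protein of synaptic vesicle fusion (5.99 to 28.9), Scg2, a secretory granule protein (6.002 to 32.2), and the adhesion receptor Celsr3 (1.86 to 9.39). Of 36 interferon response genes, 24 passed as higher, including Bst2, an antiviral membrane protein (9.13 to 247 FPKM), Ifit3 (8.56 to 105.6) and the transcription factor Irf7 (15.8 to 166.5). Of 79 cytosolic ribosomal protein genes 58 passed as higher, and of 68 oxidative phosphorylation genes 40, with Rpl8 moving from 3.97 to 1834 FPKM and Cox7a2 from 11.6 to 2190. With p and q rescaled, 22 and 4 passed. As 78 of the 79 have named pseudogenes, ribosomal protein values are uncertain. Several neural stem cell genes were lower, such as the transcription factors Gli3 (30.2 to 11.4), Nfib (191 to 81.8) and Sox6 (164 to 73.7). Of the histone genes Hist1h2bl was lower (1001 to 433.7) and the variant H2afz higher (45.6 to 714).

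At the study's thresholds, 1466 of 9662 tested genes passed as higher and 458 as lower in iQNP cells, in the authors' deposited table, so 76.2% of passing genes were higher. With p multiplied by 10 and q by 100, 89 passed as higher, 26 of them listed at 0 in control, and 2 as lower (Psbpc2 and S100a7a, named after their values were seen). Scaling both groups to the same sum of FPKM, which shifts each log2 ratio by -0.53, gave 822 and 552, or 59.8% higher. Leaving ribosomal protein genes out of the sums made the shift -0.19, and the median log2 ratio of genes with at least 1 FPKM in both groups was -0.01.

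Of 43 tested REST targets in iQNP cells, 20 passed as higher and 2 as lower (adjusted p = 1.1e-05, Fisher's exact test), with a median log2 ratio of 0.73 against -0.23 to 0.29 in random lists. On rescaled p and q, 2 of them passed (adjusted p = 0.51, Fisher's exact test), Scg2 and Vgf, which was named after its values were seen. Among 42 synaptic vesicle and exocytosis genes, a list that shares 14 genes with the REST targets, 14 passed as higher and 4 as lower (adjusted p = 0.024, Fisher's exact test), Scamp5 (4.48 to 15.3 FPKM) and Stx1a (3.12 to 8.57) among the higher ones. Their median of 0.23 turned to -0.08 with the same sum of FPKM, and 2 passed with p and q rescaled (adjusted p = 0.51, Fisher's exact test). Voltage-gated and ligand-gated channels had 11 of 39 higher and 3 lower (adjusted p = 0.15, Fisher's exact test), with Hcn2 rising from 4.19 to 11.7 FPKM and Cacna2d1 falling from 38.6 to 14.5. Neuronal differentiation genes had 4 of 29 higher, among them Celf3 (4.31 to 12.6), and 3 lower, among them Nefm (14.5 to 6.10) and Elavl4 (9.30 to 3.60). After rescaling p and q, 1 channel gene and 0 neuronal differentiation genes passed.

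Neural stem and progenitor genes were the single fixed list enriched among lower genes in iQNP cells, with 6 of 25 lower and 2 higher (adjusted p = 0.0067, Fisher's exact test) and a median of -0.41 that lay below random lists (percentile 0.83, and 1.88 with matching on span). Lower genes in general were often long, 281 of the 458 spanning over 50000 bases. None of the 25 passed with p and q rescaled. Of 24 BMP and Notch response genes, 3 passed as higher. These were the BMP-induced Id3 (220 to 1075 FPKM), Smad6 (9.91 to 45.2) and the BMP antagonist Nog (45.8 to 143.8), while Smad9 was lower (19.1 to 8.96). The cyclin-dependent kinase inhibitor and quiescence list had 5 of 23 higher, with Cdkn1a (6.61 to 32.1) and Cdkn2a (126 to 379) among them, and 2 lower. With matching on span, the medians of BMP and Notch response and of kinase inhibitors lay below random lists (percentiles 0.89 and 0.32). Without it they did not (4.82 and 2.66). Under rescaled p and q, 0 genes of either list passed. Medians lay below 0 although more members passed as higher than as lower in the kinase inhibitor list (-0.37), in BMP and Notch response (-0.26), in neuronal differentiation (-0.24) and in mitosis (-0.13). The same held for channels (-0.01), REST corepressors (-0.45) and sterol and fatty acid synthesis (-0.14), and for the astrocyte, oligodendrocyte, microglia and fibroblast markers below.

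In DNA replication and S phase, 13 of 55 genes passed as higher and 5 as lower in iQNP cells (adjusted p = 0.25, Fisher's exact test). Gins2 (1.27 to 14.6 FPKM), Tipin (3.28 to 37.0), Dut (3.33 to 50.3) and Rpa3 (72.9 to 255.9) were among the higher. The list's median of 0.26 turned to -0.25 with the same sum of FPKM. Mitosis genes had 6 of 55 higher, such as Nek2 (1.41 to 6.80), and 1 lower, Cenpf (18.7 to 7.60). With p and q rescaled 1 S phase gene, Gins2, and 0 mitosis genes passed. The study chose its 7 followed-up genes on these libraries and on nearby sites bound by REST. Of these genes, Npm1 (137 to 526 FPKM), Rpl4 (409.5 to 897), Cdc20 (28.5 to 90.5) and Tipin passed as higher. Rps6 (1668 to 4843) and Mms22l (6.90 to 16.5) had p above the threshold in the authors' deposited table (0.0268 and 0.0443), and none of the 7 passed with p and q rescaled. The deposited statistic of Mms22l (-0.0875) had the opposite sign to its log2 ratio (1.26), so its p is uncertain.

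Of 79 tested cytosolic ribosomal protein genes, 58 passed as higher and none as lower in iQNP cells (adjusted p = 2.0e-29, Fisher's exact test), and 22 still passed with p and q rescaled (adjusted p = 8.0e-26, Fisher's exact test). Their median log2 ratio was 5.64, and their share of all FPKM was 7.33% in control and 26.7% in knockdown. In control, 16 of the 80 listed lay below 1 FPKM, of which 15 lay above 100 FPKM in knockdown. Rpl37, Rpl39, Rps12 and Rps13, which passed, were listed at 0 in control and at 5590, 4435, 2223 and 1929 FPKM in knockdown. As background, 78 of the 79 have named pseudogenes, so reads of these genes could be split between copies and their values are uncertain. Among genes with at least 1 FPKM in both groups the largest rise was that of Rpl38, from 1.35 to 5649 FPKM, and Rpl36 was listed at 0 in all 4 groups.

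Oxidative phosphorylation subunits had 40 of 68 higher and none lower in iQNP cells (adjusted p = 4.2e-15, Fisher's exact test), with a median of 1.51, among them cytochrome c, Cycs (24.8 to 443 FPKM), and Ndufs5 (18.8 to 278). On rescaled p and q, 4 passed, and the list was no longer enriched (adjusted p = 0.052, Fisher's exact test). Mitochondrial ribosomal proteins had 18 of 66 higher, such as Mrpl14 (11.5 to 80.6), and none lower (adjusted p = 0.055, Fisher's exact test, median 0.70). Translation factors had 12 of 38 higher and 1 lower (adjusted p = 0.055, Fisher's exact test), Eif5a moving from 149 to 1603 FPKM. Their median of 0.66 turned to -0.34 over the 5 members without a named pseudogene. Ribosome biogenesis factors had 16 of 77 higher, such as Nhp2 (20.1 to 180.5) and Fbl (46.7 to 155.7), and none lower. Their median of 0.04 turned negative with either same-sum scaling. Housekeeping genes had 16 of 37 higher and none lower (adjusted p = 0.00034, Fisher's exact test). Fth1 moved from 119 to 2240 FPKM, Actg1 from 39.3 to 1015 and Pkm2 from 3.02 to 973. These genes have 5, 11 and 19 named pseudogenes, and 24 of the 37 housekeeping members have at least 1. So do 37 of the 68 oxidative phosphorylation members and 33 of the 38 translation factors, so their values are uncertain as well. After rescaling p and q, 2 housekeeping genes passed (adjusted p = 0.51, Fisher's exact test), 1 ribosome biogenesis gene (Nhp2) and 0 mitochondrial ribosomal protein or translation factor genes.

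Interferon response genes had 24 of 36 higher and none lower in iQNP cells (adjusted p = 4.4e-11, Fisher's exact test), with a median of 1.60 against -0.19 to 0.53 in random lists. Under rescaled p and q, 6 passed (adjusted p = 2.4e-05, Fisher's exact test). The p53 response had 6 of 17 higher, such as Bax (33.7 to 272 FPKM) and Ddit4 (6.29 to 72.7), and none lower, and 3 of its genes are on the kinase inhibitor list. Its median of 0.14 turned negative with either same-sum scaling. Immediate early and stress genes had 11 of 35 higher, including the heme-degrading enzyme Hmox1 (37.8 to 221.6) and Junb (51.1 to 164), and 2 lower. Histones had 2 of 19 higher and 4 lower, without enrichment among lower genes (adjusted p = 0.055, Fisher's exact test), and their median of -0.76 lay below random lists (percentile 0). Sterol and fatty acid synthesis had 2 of 24 higher, such as Fdps (540 to 1658), and Elovl6 lower (151 to 66.7). The REST corepressor list had 3 of 16 higher, such as Hdac1 (35.3 to 77.1, with 18 named pseudogenes), and 2 lower, Rest among them. With p and q rescaled 0 genes of the p53, stress, histone, sterol and corepressor lists passed.

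Among markers of other cell types in iQNP cells, 1 of 12 astrocyte genes and 1 of 11 oligodendrocyte lineage genes (Olig1, 9.22 to 25.1 FPKM) passed as higher. So did 1 of 3 microglia and leukocyte genes (Ctss, 2.78 to 8.69), 2 of 6 fibroblast and mural genes (Tagln among them, 11.5 to 30.8) and 0 of 1 endothelial genes, and none passed as lower. Of the part of the study's targets used here, those unique to iQNP had 25 of 31 higher, those unique to TAP 0 of 5, and common targets 16 of 16, such as Diras1 (2.92 to 14.9). As the study chose them on these libraries, they are not independent evidence. Of the first list, 7 are ribosomal protein genes and 3 REST targets, and of the common targets 7 are on the REST target list. On rescaled p and q, 3 of the first list, 0 of the other study lists and 0 of the cell type markers passed. Among the largest falls were fut10 (109.8 to 8.66 FPKM), Ppargc1a, a coactivator of mitochondrial genes (9.60 to 2.47), and the adenylate kinase Ak4 (26.3 to 7.22).

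Adjusted over the list alone, members with a fold of at least 2 in iQNP cells in the authors' deposited table numbered 22 for REST targets, 18 for synaptic genes, 14 for channels and 7 for neuronal differentiation. They numbered 8 for stem and progenitor genes, 3 for BMP and Notch, 5 for kinase inhibitors, 9 for S phase and 2 for mitosis. The counts were 70 for ribosomal proteins, 13 for ribosome biogenesis, 13 for translation factors, 42 for oxidative phosphorylation, 18 for mitochondrial ribosomal proteins and 17 for housekeeping genes. Another 6 counted for histones, 24 for interferon response, 5 for p53 response, 13 for immediate early and stress genes, 0 for sterol synthesis and 4 for REST corepressors. On p multiplied by 10, the counts adjusted over the list alone were 7 for REST targets, 38 for ribosomal proteins, 22 for oxidative phosphorylation, 14 for interferon response and 7 for housekeeping genes. They were 4 for translation factors, 3 each for synaptic, S phase and p53 response genes, and 1 each for channels, BMP and Notch, ribosome biogenesis and stress genes. No member remained of the neuronal differentiation, stem, kinase inhibitor, mitosis, mitochondrial ribosomal protein, histone, sterol, corepressor and cell type lists, and the study's lists kept 1, 6, 0 and 10. The study's lists gave 7 of 7, 31 of 31, 0 of 5 and 16 of 16 adjusted over the list alone, which is not independent evidence. The cell type lists gave 1, 1, 1, 0 and 2 for astrocyte, oligodendrocyte, microglia, endothelial and fibroblast markers.

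The comparison of knockdown with control in TAP cells asks the same of proliferating cells. Of 42 tested REST targets, 17 passed as higher and 3 as lower, and 3 passed with p and q rescaled. Among the higher, Celsr3 moved from 1.25 to 16.5 FPKM, Stmn3 from 29.4 to 175.6, Snap25 from 3.58 to 21.3 and the granule protein Chgb from 1.69 to 8.82. Among interferon response genes, the class I antigens RT1-A1 (3.06 to 61.2 FPKM) and RT1-A2 (1.47 to 38.7), the peptide transporter Tap1 (30.9 to 145.8) and Bst2 (43.7 to 238) were higher. RT1-A1 and RT1-A2 are listed at the same locus, so how far their values are separate is uncertain. Ribosomal protein genes such as Rpl10a (24.4 to 1707) and respiratory chain genes such as Cox5a (29.7 to 345.6) were higher, and the histone genes Hist1h2bc (1662 to 515) and Hist3h2a (879 to 187) were lower and H2afz higher (171.8 to 1485). The ether lipid enzyme Agps (538.5 to 58.0 FPKM) and the transcription factor Mitf (153.6 to 32.8) were among the largest falls.

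At the study's thresholds, 1525 of 9430 tested genes passed as higher and 743 as lower in TAP cells in the authors' deposited table (67.2% higher). With p multiplied by 10 and q by 100, 118 passed as higher, 37 of them listed at 0 in control, and 2 as lower (Olr281 and Olr6, named after their values were seen). The same sum of FPKM, a shift of -0.61 on the log2 scale, gave 738 higher and 798 lower, or 48.0% higher. Without ribosomal protein genes in the sums the shift was -0.15.

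Of 42 tested REST targets in TAP cells, 17 passed as higher and 3 as lower (adjusted p = 0.0021, Fisher's exact test), with a median of 0.86 against -0.21 to 0.36 in random lists. After rescaling p and q, 3 passed (adjusted p = 0.19, Fisher's exact test), Scg2, Vgf and the glutamate receptor subunit Grin1 (0.135 to 1.69 FPKM), named after their values were seen. Synaptic genes had 14 of 42 higher, such as Scamp5 (6.72 to 37.5 FPKM) and Syt4 (3.98 to 15.9), and 1 lower (adjusted p = 0.036, Fisher's exact test). Their median of 0.40 turned to -0.08 with the same sum of FPKM, and 3 passed with p and q rescaled (adjusted p = 0.19, Fisher's exact test). Channels had 9 of 34 higher, such as Hcn2 (3.16 to 12.1) and Cacna1b (1.94 to 6.36), and 2 lower. Their median of 0.12 turned negative with the same sum of FPKM. Neuronal differentiation genes had 2 of 24 higher, Crmp1 (31.0 to 67.5) among them, and 4 lower, such as Map2 (102.3 to 48.9). Stem and progenitor genes had 3 of 25 higher, such as Hes1 (3.67 to 11.1), and 4 lower, such as Emx2 (8.68 to 2.93). BMP and Notch response had 3 of 23 higher, such as Id3 (148.5 to 609.5), and 2 lower, Smad5 (128 to 46.2) and Smad1 (64.7 to 30.7). Its median of 0.10 turned negative with either same-sum scaling. Under rescaled p and q, 1 channel gene (Grin1) and 0 genes of the neuronal differentiation, stem and BMP lists passed.

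Kinase inhibitor and quiescence genes had 4 of 23 higher and 4 lower in TAP cells, with Cdkn1a moving from 5.70 to 24.3 FPKM and Rbl2 from 36.0 to 14.4. Their median lay at percentile 4.89 of random lists, and at 0.9 with matching on span. S phase genes had 13 of 55 higher, such as Rfc4 (42.4 to 154.8) and Gins1 (13.3 to 49.9), and 3 lower. Their median of 0.38 turned to -0.20 with the same sum of FPKM. Mitosis genes had 2 of 55 higher and 2 lower, Top2a (346 to 171.8) and Cenpf (65.1 to 27.9). With p and q rescaled 0 kinase inhibitor, 1 S phase and 1 mitosis gene passed. Of the study's 7 followed-up genes, Tipin passed as higher (6.71 to 67.6 FPKM). No other member of that list passed, with Npm1 at 332 and 639 FPKM, Rps6 at 3301 and 3810, Rpl4 at 915 and 1369, Cdc20 at 44.8 and 89.5 and Mms22l at 16.5 and 15.6. Whether their changes differ between the conditions was not tested.

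Cytosolic ribosomal protein genes had 46 of 79 higher and 2 lower in TAP cells (adjusted p = 1.0e-15, Fisher's exact test), and 15 passed with p and q rescaled (adjusted p = 1.9e-12, Fisher's exact test). The lower ones, named after their values were seen, were Rpl23 (20263 to 8689 FPKM) and Rpl37a (4887 to 1527). Their median was 5.37 and their share of FPKM 11.8% in control and 35.8% in knockdown. In control 11 of 80 were listed at 0, of which 10 lay above 100 FPKM in knockdown. Of these 10, Rps12 (2849), Rps13 (2894) and Rps28 (4117, named after its values were seen) passed, and the other 7, such as Rpl35a (5843), Rpl38 (7745), Rpl9 (3920) and Rps14 (5704), did not. Oxidative phosphorylation subunits had 34 of 68 higher and 2 lower (adjusted p = 1.8e-09, Fisher's exact test, median 1.27). On rescaled p and q, 2 passed, and the list was no longer enriched (adjusted p = 1, Fisher's exact test). Mitochondrial ribosomal proteins had 15 of 66 higher, such as Mrpl14 (9.46 to 79.1), and 2 lower, and their median of 0.56 turned to -0.04 with the same sum of FPKM. Translation factors had 10 of 38 higher and 1 lower, with a median of 0.78 that turned negative over the 5 members without a named pseudogene. Ribosome biogenesis had 12 of 77 higher, such as Taf1c (1.83 to 7.45), and 7 lower, such as Imp3 (316.5 to 95.8). Its median of 0.08 turned negative with either same-sum scaling. Housekeeping genes had 14 of 37 higher and 2 lower (adjusted p = 0.010, Fisher's exact test), Ppia moving from 268 to 5006 FPKM. Ppia has 15 named pseudogenes, and 24 of the 37 have at least 1. After rescaling p and q, 1 housekeeping gene, Ppia (adjusted p = 1, Fisher's exact test), 1 mitochondrial ribosomal protein gene, Mrpl14, 1 translation factor, Eif5a, and 0 ribosome biogenesis genes passed. The housekeeping gene Pgam1 was listed at 0 in both control groups and below 1 FPKM in both knockdown groups (0.303 in iQNP, 0.235 in TAP).

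**Figure D1:**
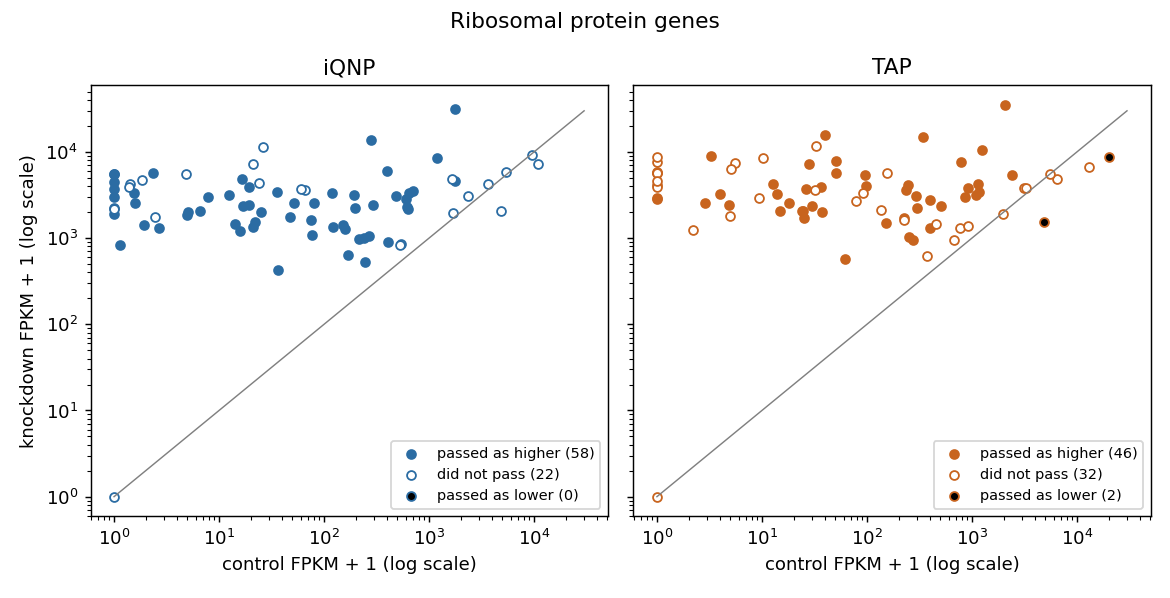
FPKM + 1 of each of the 80 listed cytosolic ribosomal protein genes in control (x, log scale) and knockdown (y, log scale), for iQNP and TAP, with filled points for genes that passed as higher, black points for the 2 that passed as lower in TAP, and a line of equal values. In control 16 genes in iQNP and 11 in TAP lie below 1 FPKM, and in knockdown 1 does in each, Rpl36.

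Interferon response genes had 14 of 35 higher and none lower in TAP cells (adjusted p = 0.0063, Fisher's exact test), with a median of 0.82 against -0.35 to 0.51 in random lists. Under rescaled p and q, RT1-A1 and Bst2 passed, and the list was no longer enriched (adjusted p = 0.61, Fisher's exact test). The p53 response had 7 of 17 higher, such as Bax (26.9 to 313 FPKM) and Phlda3 (20.2 to 65.5), and none lower. Immediate early and stress genes had 10 of 32 higher, such as Ier2 (6.49 to 33.6) and Ier3 (8.71 to 45.5), and 2 lower. Their median of 0.43 turned to -0.17 with the same sum of FPKM. Histones had 1 of 19 higher and 5 lower, without enrichment among lower genes (adjusted p = 0.069, Fisher's exact test), and a median of -0.48 that lay below random lists (percentile 1.68), but not with matching on control FPKM or over members without a named pseudogene. Sterol and fatty acid synthesis had 1 of 24 higher and 2 lower, Elovl6 (231.6 to 82.1) and Idi1 (842 to 377). REST corepressors had 2 of 16 higher, Ctdsp1 (26.4 to 56.8) and Hdac1 (38.2 to 80.8, with 18 named pseudogenes), and 2 lower, Smarce1 (276 to 137, with 11) among them. With p and q rescaled 2 p53 response genes and 0 genes of the stress, histone, sterol and corepressor lists passed.

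Of markers of other cell types in TAP cells, 2 of 11 astrocyte genes (Fgfr3, 30.0 to 65.2 FPKM, among them) and 1 of 11 oligodendrocyte lineage genes (Olig1, 53.7 to 175.3) passed as higher. So did 0 of 3 microglia and leukocyte and 1 of 4 fibroblast and mural genes, and the astrocyte and fibroblast medians turned negative with the same sum of FPKM. The oligodendrocyte lineage gene Bcas1 passed as lower (993 to 406 FPKM), and no endothelial gene was tested. The oligodendrocyte list's median of -0.61 lay below random lists (percentile 2.29), but not with matching on span (2.58) or on control FPKM, nor over members without a named pseudogene. In the same part of the study's targets, those unique to iQNP had 11 of 23 higher and 1 lower, those unique to TAP 5 of 7 higher, such as Gria2 (26.5 to 60.7), and common targets 15 of 16, such as Slc39a3 (2.71 to 30.2). These lists, too, are not independent evidence. On rescaled p and q, 4, 0 and 2 genes of these lists passed and 0 cell type markers.

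Adjusted over the list alone, members with a fold of at least 2 in TAP cells in the authors' deposited table numbered 22 for REST targets, 15 for synaptic genes, 11 for channels and 4 for neuronal differentiation. They numbered 7 for stem and progenitor genes, 4 for BMP and Notch, 8 for kinase inhibitors, 15 for S phase and 2 for mitosis. The counts were 62 for ribosomal proteins, 0 for ribosome biogenesis, 11 for translation factors, 42 for oxidative phosphorylation, 13 for mitochondrial ribosomal proteins and 16 for housekeeping genes. Another 6 counted for histones, 14 for interferon response, 7 for p53 response, 12 for immediate early and stress genes, 0 for sterol synthesis and 3 for REST corepressors. On p multiplied by 10, the counts adjusted over the list alone were 11 for REST targets, 44 for ribosomal proteins, 13 for oxidative phosphorylation, 9 for housekeeping genes, 8 for synaptic genes and 4 for interferon response. They were 3 for p53 response, 2 each for channels, S phase and translation factors, and 1 each for mitosis, mitochondrial ribosomal proteins, stress genes and fibroblast markers. No member remained of the neuronal differentiation, stem, BMP and Notch, kinase inhibitor, ribosome biogenesis, histone, sterol, corepressor and other cell type lists, and the study's lists kept 1, 8, 0 and 7. The study's lists gave 1 of 7, 13 of 23, 7 of 7 and 16 of 16 adjusted over the list alone, which is not independent evidence. The cell type lists gave 2, 0, 2, 0 and 1 for astrocyte, oligodendrocyte, microglia, endothelial and fibroblast markers.

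The knockdown effects in iQNP and TAP cells were set side by side over the 9252 genes tested in both, to see which changes the conditions share. Tipin, Stmn3, Celsr3, Snap25, Bst2, Bax, Id3 and Cdkn1a passed as higher in both, and Ak4, Gli3, Elavl4, Nefm and Hist1h2bl as lower in both. In all, 1043 genes passed as higher in both, where independent lists of these sizes would share 224, and 175 as lower in both, where they would share 31.3. Opposite ways went 4 genes, named after their values were seen. Gpr149, Grb10 (both below 1 FPKM in each group) and MGC105567 (5.33 to 11.01 in iQNP, 28.6 to 12.3 in TAP) passed as higher in iQNP and lower in TAP, and Snhg4 (56.3 to 16.3 and 8.43 to 38.5) the other way. Across genes, which are not independent replicates, Pearson's r of the log2 ratios was 0.926 and Spearman's rho 0.865. After rescaling p and q, 25 genes passed as higher in both (1.02 for independent lists) and 0 as lower in both. The control libraries differ between the tables, and no difference between the conditions was tested. In both tables the sum of FPKM was higher in knockdown (1.44 and 1.52 times control). The log2 ratio also fell with genomic span in both (Spearman's rho -0.47 and -0.35). Such differences between control and knockdown libraries can raise the overlap and r, so they are not independent evidence of an effect of Rest loss.

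The control groups were set side by side to describe quiescent and proliferating cells before knockdown, without a test, since their values come from separate tables. Mitosis genes were higher in TAP than iQNP control (median log2 ratio 1.13), as were S phase (0.77), histones (0.73), interferon response (0.87) and ribosomal protein genes (0.63). Ribosome biogenesis (0.55), sterol synthesis (0.53), translation factor (0.40) and oligodendrocyte lineage genes (0.26) were higher too. BMP and Notch response genes were lower in TAP control (-0.67), as were immediate early and stress genes (-0.41), kinase inhibitors (-0.40) and astrocyte markers (-0.30). The median over genes with at least 1 FPKM in both controls was -0.02. Top2a stood at 65.8 FPKM in iQNP and 346 in TAP control, and Id3 at 220 and 148.5.

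The deposited p and q bear on each count above. In the authors' deposited table q lies below p for 1258 of the 2268 genes marked significant in iQNP and 1657 of the 2618 in TAP, and for 0 of the unmarked genes. Of tested genes with a fold of at least 2, 2168 in iQNP and 2566 in TAP, all were marked except 11 and 17, and those were at 0 in one group. Of the same genes, 1924 and 2268 passed the study's thresholds, so passing lay close to a fold of at least 2 alone. Fisher's tests on passing genes share this limit. The sign of the deposited test statistic was opposite to that of the log2 ratio for 57 and 34 genes, and 139 and 73 genes shared statistic, p and q with another gene. All of these genes were marked significant.

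**Figure D2:**
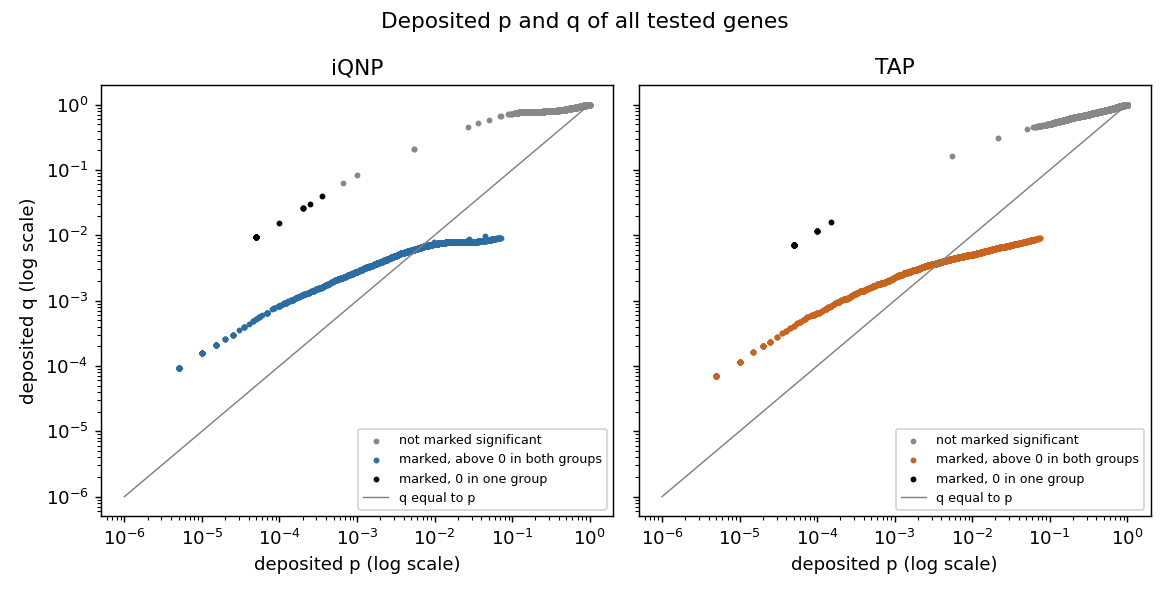
Deposited p (x, log scale) against deposited q (y, log scale) of all 9662 tested genes in iQNP and 9430 in TAP, with a line at q equal to p. Genes not marked significant are grey, marked genes with values above 0 in both groups coloured and marked genes with 0 in one group black.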

Values the study reported

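The study measured Rest knockdown by qPCR and reported a fall of 85% in its mRNA against the control vector. It sequenced N=2 control and N=4 knockdown samples per condition. Of genes near sites bound by REST in iQNP cells, 20.2% were reported as higher after knockdown, and 25.8% in TAP cells. This gave 79 targets unique to iQNP, 19 unique to TAP and 44 in common. By qPCR the study reported the mRNA of all 7 followed-up genes as higher after knockdown in iQNP cells. It also reported REST binding at all 7 by qPCR of DNA pulled down with REST.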

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

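The genes listed next, and all tests in this part except the pooled comparison of members with and without a named pseudogene and the residual correlation, were chosen only after the results were seen, and that pooled comparison includes a list (standard proteasome) added after the data were seen.

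The tables also list genes that Cuffdiff did not test, and among these some were listed at 0 in control and above 3 FPKM in knockdown. In iQNP cells these were Mir199a (183 FPKM in knockdown), Mir3561 (34.0), Hist1h2ail (28.0), Mir3074 (27.5), Defb14 (6.11) and Defb44 (4.17). In TAP cells they were Defb50 (4.11) and Defb20 (3.36). The first 4 are microRNA or histone genes and the last 4 defensins, and no test of their differences was made. As FPKM is scaled by transcript length, a value of a short transcript can rest on few fragments, and fragments were not counted here. Hist1h2ail was tested in TAP cells and passed as lower there (232.7 to 41.7 FPKM), and the difference between the conditions was not tested. Its listed locus is also that of Hist1h2af, which passed as lower in iQNP (36.3 to 5.13 FPKM), so how far their values are separate is uncertain.

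Of cytosolic ribosomal protein genes, 16 in iQNP control and 11 in TAP control lay below 1 FPKM, 10 of them in both, and 15 and 10 of these lay above 100 FPKM in knockdown. Short gene span as the whole cause was argued against, since the list's medians of 5.64 in iQNP and 5.37 in TAP lay at percentile 100 and 100 of random lists matched on genomic span (0.28 to 0.81 and 0.21 to 0.79). Quiescence of the control cells was argued against as well, because the 10 genes lay below 1 FPKM in the control of proliferating cells too. Reads shared with processed pseudogenes, handled differently for control and knockdown libraries, remain a candidate explanation, since 123 other genes with at least 5 named pseudogenes lay at percentile 100 in iQNP and 100 in TAP (52.8% and 45.5% passing as higher, against 13.3% and 14.9% of genes with none). Over 5 other lists pooled, members with a named pseudogene stood above those without by 0.41 (bootstrap range 0.16 to 0.63) and 0.39 (0.08 to 0.66) log2 units, but compared within each of the 4 lists fixed before, the weighted difference was 0.35 (-0.10 to 0.58) and 0.31 (-0.07 to 0.55), a range that includes 0, so this test leaves it open, and a rise in these transcripts after Rest loss, which was not tested, stays open too.

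In the deposited tables q lies below p for 1258 genes marked significant in iQNP and 1657 in TAP, and for 0 unmarked genes. Another adjustment of the same p that keeps their order was argued against, since 87.6% of marked genes in iQNP and 53.8% in TAP had p above and q below those of unmarked genes. A division of q by 10 with p as computed was argued against too, as the 100 unmarked genes with the smallest q then had a recomputed q of 0.706 and 0.719 times the deposited one (0.963 and 0.986 with p rescaled). With p divided by 10 and q divided by 100 for marked genes above 0 in both groups, q recomputed from the rescaled p was 0.961 times the rescaled q in iQNP (0.843 to 1.004) and 0.985 times in TAP (0.977 to 1.002), so this remains a candidate explanation. The smallest deposited p was 5e-06 in both conditions, but 5e-05 among genes at 0 in one group. After rescaling, 52 genes in iQNP and 67 in TAP tied at 5e-05. The deposited q of genes at 0 in one group with that p implies ranks of 52.2 and 67.1. These values go with that explanation. A Benjamini-Hochberg q cannot lie below its p, so the deposited p and q of such marked genes cannot both be as computed. After rescaling, p of marked genes reached 0.723 in iQNP and 0.759 in TAP. How the values came about is not known, and no biological explanation was tested.

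REST target and interferon response genes were enriched among higher genes in iQNP and TAP at the study's thresholds, and with p and q rescaled the enrichment held for interferon response in iQNP (adjusted p = 2.4e-05, Fisher's exact test) but not in TAP (0.61) and not for REST targets (0.51 and 0.19). A trend of the log2 ratio with genomic span was argued against as the whole cause, since REST targets lay at percentile 100 and 100 and interferon response genes at 100 and 99.92 of lists matched on mean FPKM and span, and the correlation between conditions was 0.907 after such trends were subtracted. An interferon response rather than single genes is a hypothesis. Outside the list, 12 antigen presentation genes lay at percentile 100 in iQNP and 99.98 in TAP, with 9 and 7 passing as higher. The antigen presentation list was drawn up after the data were seen, so these values cannot test the hypothesis. An effect of REST loss, a response to the hairpin construct, or a difference between control and knockdown libraries cannot be told apart, since the labels name 1 kind of knockdown construct and its control is an empty vector.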

How the results depend on the processing

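Rescaled p and q, both same-sum scalings for counts and named genes, matching on or subtracting span, and the sets without pseudogenes or irregular statistics were chosen after seeing the data. The subtraction of span was set before its own result was seen. No paired analysis was possible because each group has a single value per gene, and for the same reason neither leave-one-out nor a replicate block was run. The tables hold no counts, so what depth limits was not computed here. With p times 10 and q times 100, genes passing as higher fell in number to 89 in iQNP and 118 in TAP and those lower to 2 and 2, shared genes to 25 higher and 0 lower, lists enriched among higher genes to 2 and 2, and Rest in iQNP (log2 ratio with 1 added -1.74) no longer passed. In TAP those lists were ribosomal proteins and the study's targets unique to iQNP (adjusted p = 0.0051, Fisher's exact test), which are not independent evidence. With q recomputed from the deposited p, 667 genes passed as higher and 23 as lower in iQNP. A fold of at least 4 left 493 and 18 in iQNP and 453 and 30 in TAP, and the fold on log2(FPKM + 1) left 271 lower in iQNP. The same sum of FPKM left 822 higher in iQNP and 738 in TAP and reversed the medians of S phase in iQNP (-0.25) and, in TAP, of synaptic genes (-0.081), S phase (-0.20), mitochondrial ribosomal proteins (-0.037) and stress genes (-0.17). Translation factors in TAP reversed to -0.72 over the 5 of 38 members without a named pseudogene. No list lay below random lists in TAP (0) with matching on control FPKM, nor (0) over members without a named pseudogene. The cause of these changes was not tested. The other alternatives tried kept each count of passing or shared genes within 1.5 times. Matching on span kept the call of 22 of 29 lists in iQNP and 23 in TAP. Of named genes, rescaled p and q ended the call of 83 of 109 in iQNP and 88 of 112 in TAP, a fold of at least 4 that of 46 and 44, recomputed q that of 40 and 19, and the same sum of FPKM that of 13 and 11.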

Other observations

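The 6 lists in this part, and the genes named from them, were chosen only after the data were seen, as was the set of genes passing on the rescaled p and q.

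Antigen presentation and immunoproteasome genes were higher after Rest knockdown in both conditions. In iQNP cells 12 of 18 passed as higher and none as lower (adjusted p = 1.3e-05, Fisher's exact test, median 2.13), and in TAP cells 11 of 18 and none (adjusted p = 0.00024, median 1.34). Under rescaled p and q, 1 gene passed in each condition, and the list was no longer enriched (adjusted p = 0.92 and 1, Fisher's exact test). The proteasome activator Psme2, which has 3 named pseudogenes, moved from 3.40 to 423 FPKM in iQNP and from 4.86 to 252 in TAP. Tap1, Tapbp and the immunoproteasome subunits Psmb9 and Psmb10 stood at 17.9, 26.2, 57.1 and 57.8 FPKM in iQNP control and at 138, 133, 275 and 307 in knockdown. The light chain B2m did not pass, at 2427 and 3364 FPKM in iQNP and 3285 and 2087 in TAP. Of the 18 genes, 6 are also on the interferon response list.

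Inflammatory cytokines and chemokines had 6 of 18 higher and none lower in iQNP cells (adjusted p = 0.18, Fisher's exact test, median 0.65) and 7 of 14 and none in TAP cells (adjusted p = 0.021, median 1.01). The chemokine Cxcl10 stood at 50.0 and 431 FPKM in iQNP and 134 and 413 in TAP, Ccl5 at 11.5 and 52.6 and at 4.95 and 26.3. Glycolysis enzymes had 6 of 15 higher in each condition (adjusted p = 0.11 and 0.095, Fisher's exact test), and 7 of the 15 stand on the housekeeping list. Standard proteasome subunits had 7 of 30 and 5 of 30 higher and none lower (adjusted p = 0.41 and 1, Fisher's exact test). Chaperonin and heat shock genes had 5 of 15 higher in each and none lower (adjusted p = 0.19 and 0.24, Fisher's exact test). Extracellular matrix and adhesion genes had 0 of 17 higher and 1 lower in iQNP (adjusted p = 0.23) and 2 of 15 higher in TAP (adjusted p = 1, Fisher's exact test). With p and q rescaled 2 cytokine genes passed in each condition (adjusted p = 0.14 and 0.15, Fisher's exact test), 1 proteasome gene in each, and 0 genes of the other 3 lists.

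The 25 genes that passed as higher in both conditions with p and q rescaled include the following. For those listed at 0 in control, p and q were not multiplied. Among these are Arpp19 (274 FPKM in iQNP knockdown and 266 in TAP) and Tceb1 (393 and 514), at 0 in both controls. Vgf, a neuropeptide precursor, stood at 0.908 and 57.7 FPKM in iQNP and at 0.427 and 26.1 in TAP. Scg2 stood at 0.168 and 6.36 in TAP. The vesicular monoamine transporter Slc18a2 was listed at 0 in both controls and at 2.16 and 2.58 in knockdown. The interferon gene Ifnb1 was listed at 0 in both controls and at 1.67 and 1.45 in knockdown, and the chemokine Ccl12 at 0 and at 5.14 and 1.499. The ferritin light chain Ftl stood at 17.9 and 1315 FPKM in iQNP and at 11.4 and 725 in TAP. Ribosomal protein genes made up 8 of the 25.

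Outside ribosomal protein genes, the log2 ratio fell with genomic span. Its median was 0.46 in iQNP and 0.44 in TAP for genes under 10000 bases, and -0.47 and -0.33 for genes over 50000 bases. By named pseudogenes, medians were -0.04 and -0.02 for genes with none, 0.12 and 0.06 with 1 and 0.39 and 0.28 with 2 to 4.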
